# Chenodeoxycholic Acid (CDCA) Promoted Intestinal Epithelial Cell Proliferation by Regulating Cell Cycle Progression and Mitochondrial Biogenesis in IPEC-J2 Cells

**DOI:** 10.3390/antiox11112285

**Published:** 2022-11-18

**Authors:** Lei Xu, Yanpin Li, Zixi Wei, Rong Bai, Ge Gao, Wenjuan Sun, Xianren Jiang, Junjun Wang, Xilong Li, Yu Pi

**Keywords:** chenodeoxycholic acid (CDCA), cell proliferation, cell cycle, mitochondria, IPEC-J2 cells

## Abstract

Chenodeoxycholic acid (CDCA), a primary bile acid (BA), has been demonstrated to play an important role as a signaling molecule in various physiological functions. However, the role of CDCA in regulating intestinal epithelial cell (IEC) function remains largely unknown. Herein, porcine intestinal epithelial cells (IPEC-J2) were used as an in vitro model to investigate the effects of CDCA on IEC proliferation and explore the underlying mechanisms. IPEC-J2 cells were treated with CDCA, and flow cytometry and transcriptome analysis were adopted to investigate the effects and potential molecular mechanisms of CDCA on the proliferation of IECs. Our results indicated that adding 50 μmol/L of CDCA in the media significantly increased the proliferation of IPEC-J2 cells. In addition, CDCA treatment also hindered cell apoptosis, increased the proportion of G0/G1 phase cells in the cell cycle progression, reduced intracellular ROS, and MDA levels, and increased mitochondrial membrane potential, antioxidation enzyme activity (T-AOC and CAT), and intracellular ATP level (*p* < 0.05). RNA-seq results showed that CDCA significantly upregulated the expression of genes related to cell cycle progression (Cyclin-dependent kinase 1 (CDK1), cyclin G2 (CCNG2), cell-cycle progression gene 1 (CCPG1), Bcl-2 interacting protein 5 (BNIP5), etc.) and downregulated the expression of genes related to mitochondrial biogenesis (ND1, ND2, COX3, ATP6, etc.). Further KEGG pathway enrichment analysis showed that CDCA significantly enriched the signaling pathways of DNA replication, cell cycle, and p53. Collectively, this study demonstrated that CDCA could promote IPEC-J2 proliferation by regulating cell cycle progression and mitochondrial function. These findings provide a new strategy for promoting the intestinal health of pigs by regulating intestinal BA metabolism.

## 1. Introduction

Bile acids (BAs) are synthesized in the liver from cholesterol and stored in the gallbladder. After the dietary stimulus, they are released into the duodenum. Apart from the universally recognized roles in cholesterol homeostasis and fat digestion in the gastrointestinal tract, pieces of evidence have shown that BAs can also act as a key signaling molecule to regulate various biological effects, including glucose homeostasis [1,2], immunity [3,4], and cell proliferation and apoptosis [5,6], through acting on specific BA receptors, mainly farnesoid X receptor (FXR) and Takeda G-protein receptor 5 (TGR5), or other cellular signaling pathways.

Chenodeoxycholic acid (CDCA), also known as 3α,7α-dihydroxy-5β-cholan-24-oic acid, is one of the major primary BAs in the intestine of humans and animals. In pigs, hyocholic acid (HCA), CDCA, and cholic acid (CA) are the main primary BAs in the intestine, accounting for about 84%, 11%, and 4%, respectively [7]. CDCA has been applied in the clinical treatment of cholesterol gallstones in humans [8]. In addition, it has been shown that CDCA exerts regulatory effects on body metabolic functions [9], including obesity attenuation [10], brown adipose tissue activation [11], and insulin resistance improvement [12]. Moreover, it has been implicated that intraduodenal infusions of 15 mM CDCA were involved in stimulating the secretion of intestinal hormones such as glucagon-like peptide 1 (GLP-1) and cholecystokinin (CCK) in humans [13], that diet supplementation with 0.02% CDCA could improve intestinal morphology and barrier function in weaned piglets [14,15] and that 50 μM CDCA treatment alleviated intestinal inflammation in both porcine intestinal epithelial cells (IPEC-J2) and mouse models [16], suggesting that CDCA may elicit critical roles in regulating intestinal physiological function. However, the roles of CDCA in intestinal epithelial cell (IEC) proliferation remain unclear.

In the mammalian intestine, epithelial cells are renewed every 4–5 days [17]. Proliferation of intestinal epithelial cells plays an important role in normal intestinal growth and development [18]. In addition, cell proliferation is also involved in the restoration of intestinal epithelial tissue that has experienced inflammatory damage [19]. Therefore, cell proliferation is necessary for intestinal mucosal renewal in normal and diseased states. In pigs, especially in neonate piglets, promoting intestinal development and enhancing intestinal epithelial function are necessary for improving health [20]. However, several investigators have reported that BAs have different effects on the proliferation of IECs, including stimulatory effects [5,21], and inhibitory effects [22,23]. To date, the effects of CDCA on the proliferation of IECs and the possible underlying mechanism remain largely unknown.

IPEC-J2 is a non-transformed porcine intestinal epithelial cell line that originated from the jejunal epithelium of neonatal un-suckled piglets. These cells are morphologically and functionally similar to primary IECs [24]. Therefore, this study was designed to investigate the effects of CDCA on the proliferation of IECs using the IPEC-J2 model. In addition, cell transcriptomics was further used to explore the possible underlying mechanism. Our data showed that CDCA could promote IEC proliferation by regulating cell cycle progression and mitochondrial biogenesis.

## 2. Materials and Methods

### 2.1. Cell Culture

The IPEC-J2 cells were kindly supplied by Dr. Guoyao Wu’s laboratory (Texas A&M University, College Station, TX, USA). Cells were cultured in Dulbecco’s Modified Eagle Medium/F12 (DMEM/F12, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 5% fetal bovine serum (FBS, Thermo Fisher Scientific, Waltham, MA, USA) and 1% penicillin-streptomycin (Thermo Fisher Scientific, Waltham, MA, USA). They were grown at 37 °C in a humidified incubator with 5% CO_2_. The medium was replaced every other day. We used passage 12–15 cells in these studies.

### 2.2. Selection of CDCA Concentration

To select the optimal concentration of CDCA (≥98%, Shanghai Yuanye Bio-Technology Co., Ltd., Shanghai, China), IPEC-J2 cells were seeded in 96-well plates (Corning Incorporated, Corning, NY, USA) with a density of 1.5 × 10^5^ cells/mL (100 μL per well). After 24 h of incubation, cells were treated with different concentrations of CDCA (0, 10, 25, 50, 100, 200, and 400 μM) for another 24 h. Cell viability was measured using a cell counting kit (CCK-8, MedChemExpress, Monmouth Junction, NJ, USA) according to the manufacturer’s protocol. In brief, cells were incubated with 10% CCK-8 reagent for 3 h at 37 °C, and then an Epoch microplate spectrophotometer (BioTek Instruments, Incorporated, Winooski, VT, USA) was used to test the absorbance (A) at 450 nm. The calculation formula of cell viability was as follows: Cell viability = [A (treatment group) − A (blank group)]/[A (control group) − A (blank group)] × 100%. The cell viability of the control group was considered to be 100%. In this study, 50 μM CDCA was selected to carry out the following experiments, since it had higher cell viability.

### 2.3. Proliferation Assay

IPEC-J2 cells were seeded in 96-well plates (Corning Incorporated, Corning, NY, USA) with a density of 1.5 × 10^5^ cells/mL (100 μL per well). After 24 h of incubation, cells were treated with 50 μM CDCA for another 24 h. Cells were incubated with 5-ethynyl-2′-deoxyuridine (EdU) for 2 h before staining. Cell proliferation was detected using Cell-Light EdU Cell Proliferation Detection Kit (Ribobio, Guangzhou, China) according to the manufacturer’s protocol. The percentage of proliferative cells was determined by quantitation of EdU-positive cells using an Olympus fluorescent microscope (Olympus, Tokyo, Japan).

### 2.4. Measurement of Apoptosis, Cell Cycle, Mitochondrial Membrane Potential, and Intracellular Reactive Oxygen Species

Apoptosis ratio, cell cycle, mitochondrial membrane potential, and intracellular reactive oxygen species (ROS) levels were detected by flow cytometry (FCM). In brief, IPEC-J2 cells were seeded in 6-well plates and treated with or without 50 μM CDCA for 24 h. The cells were then harvested and measured for apoptosis using an annexin V-FITC/PI apoptosis detection kit (Beijing 4A Biotech Co., Ltd., Beijing, China), cell cycle using a PI cell cycle analysis kit (Beijing 4A Biotech Co., Ltd., Beijing, China), mitochondrial membrane potential using a JC-1 staining kit (Beyotime Biotechnology, Haimen, China), and intracellular ROS level using a ROS active oxygen detection kit based on DCFH-DA fluorescent probe (Beyotime Biotechnology, Haimen, China) according to the corresponding manufacturer’s instructions. The stained cells were characterized by a high-sensitivity flow cytometer (Beckman Coulter CytoFlex S, Krefeld, Germany).

### 2.5. Determination of Cellular Antioxidant Indices and ATP Level

IPEC-J2 cells were seeded in 6-well plates (Corning Incorporated, Corning, NY, USA) with a density of 1.5 × 10^5^ cells/mL (2 mL per well). After 24 h of incubation, cells were treated with or without 50 μM CDCA for another 24 h. Subsequently, the cells were lysed by RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA) at 4 °C for 30 min, and the supernatant was collected after centrifugation at 13,000× *g* at 4 °C for 30 min. The total antioxidant capacity (T-AOC), catalase (CAT) activity, and malondialdehyde (MDA) and adenosine triphosphate (ATP) levels were detected using corresponding assay kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s protocols. The total protein concentration was determined using a BCA protein assay kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### 2.6. RNA Extraction, Library Preparation, Sequencing, and Data Analysis

For RNA sequencing, IPEC-J2 cells in 6-well plates were treated with or without CDCA (50 μM) for 24 h. Total RNA was extracted from the cell sample using TRIzol^®^ Reagent according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). Then, RNA quality was assessed using a 2100 Expert Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and quantified using the ND-2000 (NanoDrop Technologies, Wilmington, DE, USA). The high-quality RNA samples (OD 260/280 = 1.8–2.2, OD 260/230 ≥ 1.0, RIN ≥ 6.5, total RNA ≥ 1.0 μg, concentration ≥ 35 ng/μL) were used to construct the sequencing library by Majorbio Biotech (Shanghai, China) on an Illumina Novaseq 6000. Short sequence reads were analyzed on the Majorbio I-Sanger Cloud Platform (https://cloud.majorbio.com/) (accessed on 21 September 2022). To identify differentially expressed genes (DEGs) between two different samples, gene expression was expressed in transcripts per million (TPM). RNA-seq by expectation-maximization (RSEM) was used to quantify the gene abundances [25]. R statistical package software EdgeR (Empirical Analysis of Digital Gene Expression in R) was utilized for DEG analysis [26], and the resulting *p*-values were further processed by FDR correction with the Benjamini–Hochberg (BH) method. GO functional enrichment and KEGG pathway analysis were carried out by Goatools [27] and KOBAS [28]. The protein–protein interaction (PPI) network was forecasted based on the STRING online database (http://www.string-db.org/) (accessed on 9 October 2022) [29]. The PPI network of DEGs in IPEC-J2 was evaluated, and interactions with an overall score > 0.4 were considered statistically significant. The key gene in the PPI network was investigated topologically by using Network Analyzer plugin, which is well-integrated into Cytoscape Software. Three centrality methods, including degree, closeness, and betweenness centrality, were used to explore the key genes in the PPI network. All of the RNA sequencing data were deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE214153.

### 2.7. RNA Extraction and RT-qPCR

Total RNA was extracted from IPEC-J2 cells using TRIzol (Takara Bio Inc., Dalian, China), and 1 μg RNA was reverse-transcribed using PrimeScript^®^ RT Reagent Kit with cDNA Eraser (Takara Bio Inc., Dalian, China). RT-qPCR was performed with gene-specific primers (Table S1) and an SYBR Green master mix on a CFX96 real-time PCR system (Bio-Rad, Hercules, CA, USA). Relative fold changes of gene expression were calculated using the cycle threshold (Ct) method and β-actin or GAPDH as a reference gene, as previously described.

### 2.8. mtDNA Copy Number Determination

Total genomic DNA was extracted from the IPEC-J2 cell samples with a DNA tissue kit (QIAGEN, Hilden, German). RT-PCR was performed with mtDNA-specific primer (D-loop region) (Table S1) and an SYBR Green master mix on a CFX96 real-time PCR system (Bio-Rad, Hercules, CA, USA). Relative fold changes of gene expression were calculated using the 2^−(ΔΔCt)^ method and nuclear DNA (β-actin) as a reference gene, as previously described [30].

### 2.9. Statistical Analysis

All statistical significance was assessed by the independent sample *t*-test using SPSS (SPSS 20 software, IBM, Armonk, NY, USA). All results were expressed as means ± SEM. Differences were considered statistically significant if *p* < 0.05.

## 3. Results

### 3.1. Effects of Different Doses of CDCA on Cell Viability of IPEC-J2 Cells

To investigate the effect of CDCA on the porcine intestinal epithelial cells, IPEC-J2 cells were treated with CDCA at various concentrations for 24 h. As shown in Figure 1, compared to the CON group, the CDCA-treated group significantly increased cell viability at 25 and 50 μM (*p* < 0.05). However, when the concentration of CDCA was higher than 200 μM, the cell viability was significantly decreased (*p* < 0.05). These results indicated that an appropriate concentration of CDCA is conducive to cell proliferation. Therefore, 50 μM CDCA was selected to carry out the following experiments because of higher cell viability at this concentration.

### 3.2. CDCA Reduces Apoptosis, Improves Mitochondrial Function, and Regulates the Cell Cycle

To verify the effect of CDCA on the physiological function of porcine intestinal epithelial cells, the cell proliferation was further analyzed by EdU assays, and the apoptotic ratio, mitochondrial membrane potential, and cell cycle were further analyzed by FCM. Consistent with the results for cell viability, 50 μM CDCA treatment for 24 h caused significantly promoted cell proliferation (Figure 2A,B), a prominent increase in the proportion of live cells, and a decrease in both the early and late apoptotic cells compared with those in the CON group (Figure 3A,B). Growth increase can be attributed to cell cycle enhancement. Thus, we wondered whether CDCA could modulate cell cycle progression. As a result, CDCA treatment in IPEC-J2 cells caused a significant accumulation of cells in the G0/G1 phase and markedly decreased the proportion of cells in the S- and G2/M-phases compared with the CON group (Figure 3C,D). These results indicate that CDCA could promote cell cycle progression, which may be conducive to cell proliferation. Mitochondria are important organelles that regulate cell survival; their function can be reflected by the mitochondrial membrane potential. Thus, the mitochondrial membrane potential of IPEC-J2 cells was further analyzed using JC-1 staining. JC-1 is capable of selectively entering the mitochondria, where it forms monomers (lower membrane potential) and polymers (higher membrane potential). After IPEC-J2 cells were treated with 50 μM CDCA for 24 h, the percentage of cells with polymers increased, and cells with monomers decreased (Figure 3E,F), suggesting the mitochondrial function in CDCA-induced IPEC-J2 cells was better than that in CON cells.

### 3.3. CDCA Could Enhance Redox Balance in IPEC-J2 Cells

ROS production is one of the important indicators of cell health status in mammalian cells. Therefore, we further examined the level of intracellular ROS in IPEC-J2 cells with 50 μM CDCA or without CDCA treatment for 24 h. As shown in Figure 4, CDCA treatment significantly decreased intracellular ROS levels (Figure 4A,B). In addition, CDCA also significantly reduced the MDA level (Figure 4C) and increased T-AOC (Figure 4D) and CAT activity (Figure 4E) in IPEC-J2 cells. These results indicate that CDCA could enhance the redox balance by increasing antioxidant enzyme activity and decreasing intracellular ROS and MDA production.

### 3.4. The Transcriptome Response to CDCA Treatment in IPEC-J2 Cells

Further RNA-seq analysis of IPEC-J2 cells after CDCA treatment was conducted to explore the mechanisms of the effects of CDCA on cell function. 

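RNA from IPEC-J2 cells, an intestinal epithelial cell line from the pig, was sequenced in 6 libraries: 3 from cells given PBS (CON) and 3 from cells treated with 50 μM CDCA, each for 24 h. The authors quantified transcripts with RSEM and deposited TPM values without read counts, so the number of reads behind a value is unknown and no counting interval can be given. The 63041 listed transcripts belonged to 31908 Ensembl pig gene IDs, of which 12716 had more than 1 listed transcript. The listed TPM summed to 366073, 363256 and 357957 in the CON libraries and to 351770, 363387 and 355948 in the CDCA libraries, where a library in full would sum to 1000000 TPM. Some genes that every cell uses were listed near 0. Over the 6 libraries, CCT2 had a mean of 0.115 TPM and PSMA5 one of 0.283 TPM, both picked after their values were seen. A gene's value therefore covers its listed transcripts, whose TPM were summed, and can miss others. The 8708 genes with a mean of at least 1 TPM over the 6 libraries were compared between the groups by limma (trend) on log2(TPM + 1), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called higher or lower in CDCA where the FDR was under 0.05 and the log2 fold change was over 1 in size. On this scale, the fold change of a weakly expressed gene is smaller than the ratio of its mean TPM.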

In the present study, a total of six cDNA libraries from the CON and CDCA groups were established and sequenced. The RNA-sequencing of six samples obtained total raw paired-end reads of around 383.9 million (Table S2). After quality filtering, each sample remained with high-quality clean reads of approximately 63.3 million, ranging from 60.1 to 68.5 million. The high-quality clean reads were further mapped to the reference sequences, and the alignment results were assessed to achieve secondary quality control and estimate whether the reference was reasonable. After alignment, 95.47–95.96% and 95.62–95.74% of the clean reads were successfully mapped to the genome; 6.84–8.92% and 4.83–4.91% of the clean reads were found for multiple mapped reads; 86.55–88.94% and 90.71–90.91% of the clean reads were found for uniquely mapped reads in CON and CDCA groups, respectively (Table S2). 

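Over the 8708 tested genes, the median of log2(TPM + 1) was 3.00, 3.01 and 2.99 in the CON libraries and 3.03, 3.01 and 3.03 in the CDCA libraries. The interquartile range on the same scale lay between 2.44 and 2.49 in CON and between 2.40 and 2.43 in CDCA. Between 8484 and 8543 genes reached 1 TPM in the CON libraries, against 8603 to 8691 in the CDCA libraries. The 10 most abundant genes held 17.3% to 17.7% of the listed TPM in CON and 16.0% to 16.3% in CDCA. No test for outliers was made on these groups of 3 libraries.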

Outlier box plots showed that all of the samples had a similar data distribution and none was considered an outlier (Figure S1A). 

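Across the 8708 tested genes, which are not independent replicates, Pearson's r of log2(TPM + 1) was between 0.973 and 0.980 for the 3 pairs of CON libraries and between 0.972 and 0.976 for the 3 pairs of CDCA libraries. For the 9 pairs that joined a CON library to a CDCA library, r was between 0.927 and 0.934, below the lowest value within either group. Spearman's rho was between 0.965 and 0.972 within the groups and between 0.906 and 0.913 across them.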

The correlation analysis between samples showed that biological replicates from the two groups could be well distinguished and the experimental design was reasonable (Figure S1B). These results confirmed the high reproducibility of the RNA-sequencing data.

PCA plot showed an obvious shift in gene expression with CDCA treatment (Figure 5A). 

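In a principal component analysis of log2(TPM + 1) over the 8708 tested genes, centred but not scaled, PC1 held 61.5% of the variance and separated the groups. The CON libraries had PC1 scores of -28.6, -28.2 and -27.7, and the CDCA libraries had scores of 27.1, 29.9 and 27.5. PC2 held 11.4% of the variance and set CON replicate 3 (-18.6) and CDCA replicate 2 (-15.5) apart from the other libraries of their groups (6.03 to 10.5). The share of PC1 moved most with a pseudocount of 0.1 TPM in place of 1 TPM, to 50.3%.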

The volcano map could indicate the whole DEG distribution. Thus, the volcano map was used to show the overall situation of the DEGs. Compared with the CON group, the CDCA group significantly upregulated 986 genes and downregulated 1075 genes (fold change > 2; FDR < 0.05) (Figure 5B). 

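By limma on log2(TPM + 1), 306 of the 8708 tested genes were called higher and 340 lower in CDCA than in CON. Without the limit on the fold change, 4635 genes had an FDR under 0.05. The 2 groups of libraries did not overlap for 5360 genes, or 61.6% of those tested, against the 10% that chance gives for 3 libraries against 3; among the 646 called genes they overlapped for 4. The count of genes called higher moved most when the listed TPM were rescaled to 1000000 in each library, to 523. With each library left out in turn, 305 to 327 genes were called higher and 337 to 359 lower. Among called genes with a symbol, the largest log2 fold changes upward were those of DDIT3 (3.86, SE 0.08, limma FDR 1.8e-06), NUPR1 (3.73), ATP6V0D2 (3.49), CCL5 (3.44) and TMBIM6 (3.26). The largest downward were those of ARPC5 (-5.11, SE 0.49, limma FDR 0.00021), EHD2 (-3.87), SNORA46 (-3.44), HELLS (-3.25) and COX1 (-2.84). SNORA46 was listed at 23.0, 15.1 and 57.0 TPM in CON and at 16.5, 0 and 0 TPM in CDCA, and its FDR was over 0.05 in 5 of the 6 fits that each left out a library, from 0.063 without CON replicate 2 to 0.12 without CON replicate 3. Except for TMBIM6 and HELLS, each of these 10 gene IDs had 1 listed transcript, so a change in the use of unlisted transcripts would look like a change of the gene. The rise of TMBIM6 rests on 1 transcript, listed at 0 TPM in all CON libraries and at 13.9, 24.7 and 20.7 TPM in CDCA. Its transcript of rank 2 did not follow (1.19 TPM in CON and 1.09 TPM in CDCA on average). Another gene ID with the symbol DDIT3 had a log2 fold change of 1.34.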

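The legend of Figure S2 gives some genes only by family name, such as ND, COX and CDK. Of the genes it could cover, 23 were listed by symbol: the 13 mtDNA-encoded mRNAs, taken up with the genes of mitochondrial biogenesis, and IL6, TJP1 (ZO-1), CLDN1, OGA, OGT, CDK1, CDK4, NR1H4 (FXR), NR1H3 (LXRα) and GPBAR1 (TGR5). The paper reports RT-qPCR for fewer genes, so not all of these can have such values. OGT rose from 3.26 ± 0.99 TPM (SD, n = 3) in CON to 21.2 ± 2.1 TPM (SD, n = 3) in CDCA, and was called higher. CLDN1 fell from 474 ± 28 TPM (SD, n = 3) to 202 ± 12 TPM (SD, n = 3), and was called lower. CDK4 (54.5 ± 4.1 to 31.7 ± 2.4 TPM), TJP1 (21.5 ± 1.5 to 25.1 ± 0.33 TPM) and IL6 (5.54 ± 0.82 to 8.39 ± 2.0 TPM) had an FDR under 0.05 by limma and a log2 fold change under 1 in size. With totals computed without the mtDNA-encoded genes, the log2 fold change of TJP1 was 0.07 (limma FDR 0.38), and with CON replicate 1 left out, that of IL6 was 0.44 (limma FDR 0.10). OGA, NR1H4, NR1H3 and GPBAR1 had means under 1 TPM over the 6 libraries and were not tested. Bax had no entry under its own symbol; a gene ID described as BCL2 associated X, but named DHDH in the deposited table, rose from 2.68 ± 0.20 to 4.36 ± 0.64 TPM, a log2 fold change of 0.54 (SE 0.11, limma FDR 0.0072), and was not called.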

Based on these results, we selected 11 downregulated DEGs, 3 upregulated DEGs and 6 unchanged genes for further validation by RT-qPCR. The results showed that the gene expression observed by RNA-seq was similar to that by RT-qPCR analysis, suggesting that the results of RNA-seq were reliable (Figure S2). 

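With a group mean of at least 1 TPM as the limit of expression, 8109 genes were expressed in both groups, 454 in CON only and 579 in CDCA only. Most genes of the last 2 sets lay just under the limit in the other group: 336 of the 454 had a mean between 0.5 and 1 TPM in CDCA, and 424 of the 579 had one between 0.5 and 1 TPM in CON. In each of these sets, 48 genes were called between the groups by limma. With 1 TPM required in every library of the group, these counts were 7499, 446 and 546 genes.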

The Venn plot indicated that 11,602 genes were common between the two groups, and 268 and 400 genes were uniquely expressed in the CON and CDCA groups, respectively (Figure 5C).

The DEGs were subjected to GO functional category analysis, followed by GO enrichment analysis. All of the DEGs were enriched in three main functional categories (top 20), including biological process (BP), cellular components (CC), and metabolic function (MF) (Figure 6A). At the BP level, the uppermost enrichment factor of DEG enrichment in GO terms was the cellular process. In the CC category, most of the DEGs were classified into cell parts. At the MF level, most of the DEGs were enriched in binding. The results of GO enrichment (top 20) are shown in Figure 6B. 

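Of a list of 115 cell cycle genes, 79 were tested. Their median log2 fold change in CDCA against CON was -0.37, and 20 were called lower against 2 higher, GADD45A (1.61) and GADD45G (1.22), both named here after their values were seen. By limma's camera with a preset inter-gene correlation of 0.01, the FDR of the list over the 14 lists tested was 1.6e-07, and 58 members had an FDR under 0.05 adjusted over the list alone, as well as over all genes tested. Genes used at DNA synthesis and at mitosis moved together: all 29 tested S phase genes fell, with a median of -1.29 (camera FDR 3.3e-14), as did all 39 tested G2/M phase genes, with a median of -1.23 (camera FDR 1.8e-16). With the listed TPM rescaled to 1000000 per library, more genes reached 1 TPM, and 3 of 35 S phase genes and 1 of 43 G2/M phase genes rose. With each library left out in turn, the medians of these 2 lists stayed between -1.36 and -1.20, and the cell cycle median moved most with no filter on low values, to -0.20. On log2(TPM + 1), the largest fall among the tested genes of the cell cycle list was that of CDKN2C (log2 fold change -2.04). It was listed at 41.7 ± 1.3 TPM (SD, n = 3) in CON and 9.43 ± 0.57 TPM (SD, n = 3) in CDCA. By the ratio of mean TPM, other genes of the list fell further. Of the 10 lists with a camera FDR under 0.05, the test with an estimated inter-gene correlation left only the list of amino acid response and unfolded protein response genes under 0.05. With that test, the FDR was 0.16 for the cell cycle list and 0.083 for both the S phase and the G2/M phase list, whereas limma's fry kept all 3 under 0.05.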

CDCA treatment markedly affected the GO terms (FDR < 0.05), including cell cycle checkpoint, mitotic cell cycle, DNA replication, and mitotic cell cycle checkpoint. To better understand the functional changes in the IPEC-J2 cells with CDCA treatment, the DEGs were subjected to the KEGG database for pathway enrichment analysis. KEGG pathways have six categories, namely cellular processes, genetic information processing, metabolism, environmental information processing, organismal systems, and human diseases. The significant changes in the KEGG pathways after CDCA treatment of IPEC-J2 cells are shown in Figure 7A,B. Furthermore, KEGG pathway enrichment analysis results showed that CDCA treatment significantly enriched KEGG pathways, including DNA replication, cell cycle, and p53 signaling pathway (Figure 7C).

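Of 35 DNA replication genes, 28 were tested, with a median log2 fold change of -0.81 in CDCA against CON (quartiles -1.31 and -0.23, camera FDR 1.6e-07). Of these, 12 were called lower and none higher, and 5 had a log2 fold change above 0. The share called, 42.9%, compares with 7.42% of all tested genes (Fisher's exact test, FDR 5.9e-07 over the 14 lists), and 25 members had an FDR under 0.05, adjusted over the list alone or over all genes tested. FEN1 fell from 9.12 ± 1.6 TPM (SD, n = 3) to 1.54 ± 0.96 TPM (SD, n = 3), MCM3 from 25.9 ± 0.90 to 5.59 ± 0.24 TPM and MCM5 from 13.9 ± 1.1 to 2.83 ± 0.43 TPM. With no filter on low values, the median was -0.47, and with an estimated inter-gene correlation the FDR of the list was 0.083. The p53 signaling list had 42 tested genes, and its median log2 fold change of 0.0031 did not differ from that of the other genes (camera FDR 0.74). That median was below 0 under several settings, at -0.12 with totals computed without the mtDNA-encoded genes. Its members went both ways: 7 were called higher and 7 lower, or 33.3% of the tested members (Fisher's exact test, FDR 2.0e-06), and 33 had an FDR under 0.05 by limma, adjusted over the list alone or over all genes tested. SESN2 rose from 1.77 ± 0.25 TPM (SD, n = 3) to 20.2 ± 0.43 TPM (SD, n = 3) and PMAIP1 from 20.1 ± 2.7 to 71.1 ± 2.5 TPM, while CCNB2 fell from 30.8 ± 2.8 to 8.45 ± 1.3 TPM. The lists share members, so their results are not independent. MCM5 is in the DNA replication, cell cycle and S phase lists, and CCNB2 in the cell cycle, G2/M phase and p53 signaling lists. SESN2 is also in the list of amino acid response and unfolded protein response genes.

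**Figure D1:**
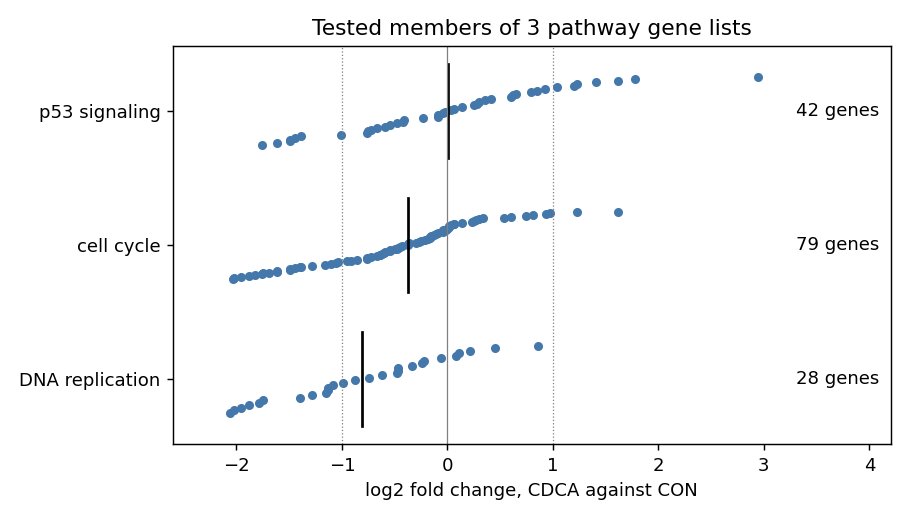
Log2 fold change in CDCA against CON (x axis, on log2(TPM + 1)) of the tested genes of 3 lists, 1 point per gene in rising order, with the median of each list as a black line and dotted lines at -1 and 1. The medians are -0.81 for DNA replication (28 genes), -0.37 for the cell cycle (79 genes) and 0.0031 for p53 signaling (42 genes), whose sign changed with the scaling (-0.12 with totals computed without the mtDNA-encoded genes).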

To systemically analyze the functions of the DEGs in IPEC-J2 cells, we mapped the DEGs to PPI data and obtained some PPI networks. 

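Table S6 of the paper lists 141 nodes, and the 300 edges of Table S3 have combined scores of at least 0.987. All 141 gene IDs were listed with TPM values. Of these, 103 reached a mean of 1 TPM and were tested, and 65 were called lower in CDCA and 4 higher by limma. A further 34 were tested and not called, and 38 were not tested. The median log2 fold change of the tested nodes was -0.94. The paper built this network from genes it had called in these same libraries, so many calls among the nodes follow from that choice. The node GAPDH is a gene ID without a symbol in the deposited values, at 7.44 ± 0.52 TPM (SD, n = 3) in CON and 3.72 ± 0.21 TPM (SD, n = 3) in CDCA, and not the ID that bears the symbol GAPDH.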

As shown in Figure 8, a total of 300 relationships (edges) between 141 genes (nodes) were identified. Node centrality analysis and the node genes with a ranked degree both showed that CDK1 formed a network with the highest degree (Figure S3, Tables S3, S4, S6). 

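CDK1 (ENSSSCG00000010214) fell from 61.6 ± 4.3 TPM (SD, n = 3) in CON to 19.4 ± 0.88 TPM (SD, n = 3) in CDCA. Its log2 fold change was -1.62 (SE 0.06, limma FDR 7.9e-06), and with each library left out in turn it stayed between -1.67 and -1.57. The 3 most abundant of its 5 listed transcripts had ratios of CDCA to CON of 0.299, 0.265 and 0.388. Of the 13 nodes with a degree of at least 11 in Table S6, 12 were called lower in CDCA. As nodes they had been chosen for a change in these same libraries, so this count is no separate support. NUF2, at 4.73 ± 1.9 TPM (SD, n = 3) in CON and 2.36 ± 0.18 TPM (SD, n = 3) in CDCA, was not called, and its FDR rose over 0.05 with any of the CDCA libraries left out (from 0.060 to 0.076). CENPE was not called when its highest listed transcript took the place of the gene sum (log2 fold change -0.66, limma FDR 0.38).

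**Figure D2:**
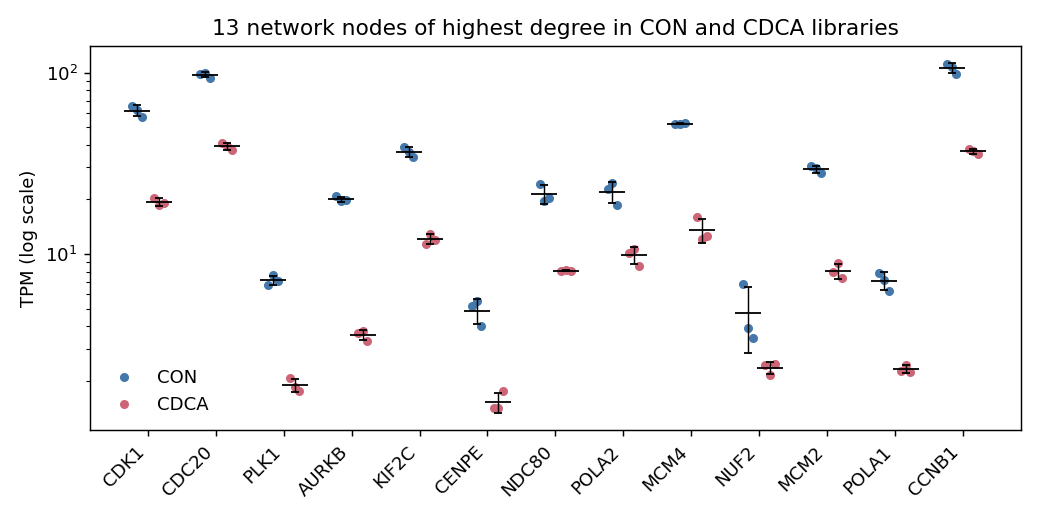
TPM (y axis, log scale) of the 13 nodes of highest degree, in order of degree, with 1 point per library in CON and CDCA and bars for the mean and SD. CDK1 lies between 57.2 and 65.7 TPM in CON and between 18.7 and 20.4 TPM in CDCA, and NUF2 has the widest spread in CON.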

The CDK1 protein plays key roles in multiple cellular activities including the cell cycle, DNA replication, and apoptotic process. In addition, among the six clusters in the PPI network (Table S5), cell cycle-related and mitochondrial biogenesis-related genes were clustered, suggesting the cell cycle and mitochondrial function were modulated by CDCA treatment.

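In cluster 1 of Table S5, 63 of 71 members matched gene IDs by name and 50 were tested, with a median log2 fold change of -1.21 in CDCA against CON. Of these, 35 were called lower and none higher, and over all 63 members 59 fell and 4 rose. Of the 14 members of cluster 3, the mtDNA-encoded mRNAs and RPL26, 13 matched by name and were tested, with a median of -2.26. Of these, 12 mtDNA-encoded mRNAs were called lower, and RPL26, named here after its value was seen, was not called; ND2, which Table S5 names MT-ND2, was not matched. Cluster 5 had 14 tested members, 8 called lower and none higher, with a median of -0.99. The other clusters had few tested members: 2 were called higher and 2 lower among 6 in cluster 2, 2 higher and none lower among 4 in cluster 4, and none higher and 2 lower among 3 in cluster 6. Since the clusters hold genes the paper had called in these same libraries, the shares called here are no separate test. From the grouping of genes of the cell cycle and of mitochondrial biogenesis in these clusters, the paper proposes that CDCA modulated the cell cycle and mitochondrial function.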

### 3.5. Cell Apoptosis, Cell Cycle, and Mitochondrial Biogenesis-Related Gene Expression Regulated by CDCA Treatment in IPEC-J2 Cells

As for the cell apoptosis-related genes, Caspase 2 and Caspase 8 gene expression were significantly downregulated by CDCA, while Caspase 3, Bax, and Bcl-2 gene expression and the ratio of Bcl-2/Bax were unchanged by CDCA (Figure 9A). As for cell cycle-related gene expression, Cyclin-dependent kinase 1 (CDK1), cyclin G2 (CCNG2), cell-cycle progression gene 1 (CCPG1), and Bcl-2 interacting protein 5 (BNIP5) were significantly upregulated by CDCA, while CDK4 and p21 were significantly downregulated by CDCA (Figure 9B,C). 

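CCNG2 (ENSSSCG00000008988) rose from 5.98 ± 0.58 TPM (SD, n = 3) in CON to 15.0 ± 0.61 TPM (SD, n = 3) in CDCA, a ratio of 2.51. Its log2 fold change was 1.20 (SE 0.08, limma FDR 4.6e-05), between 1.14 and 1.26 with each library left out in turn. CCPG1 (ENSSSCG00000004610) rose from 15.8 ± 0.91 to 24.0 ± 1.5 TPM over its 5 listed transcripts, a ratio of 1.51. Its log2 fold change was 0.57 (SE 0.07, limma FDR 0.00055), under the limit for a call. Its 3 most abundant transcripts had ratios of 1.62, 1.40 and 1.31. The transcript of rank 4, chosen after its values were seen, was listed at 0, 0 and 0.15 TPM in CON and at 0.26, 0.96 and 0.55 TPM in CDCA, a ratio of 11.8. BNIP5 (ENSSSCG00000001560) was weakly expressed, at 0.0467 ± 0.025 TPM (SD, n = 3) in CON and 0.337 ± 0.095 TPM (SD, n = 3) in CDCA, and was not tested, since its mean lay under 1 TPM. Its lowest CDCA library (0.23 TPM) lay above its highest CON library (0.07 TPM), and with no filter on low values its limma FDR was 0.0084.

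**Figure D3:**
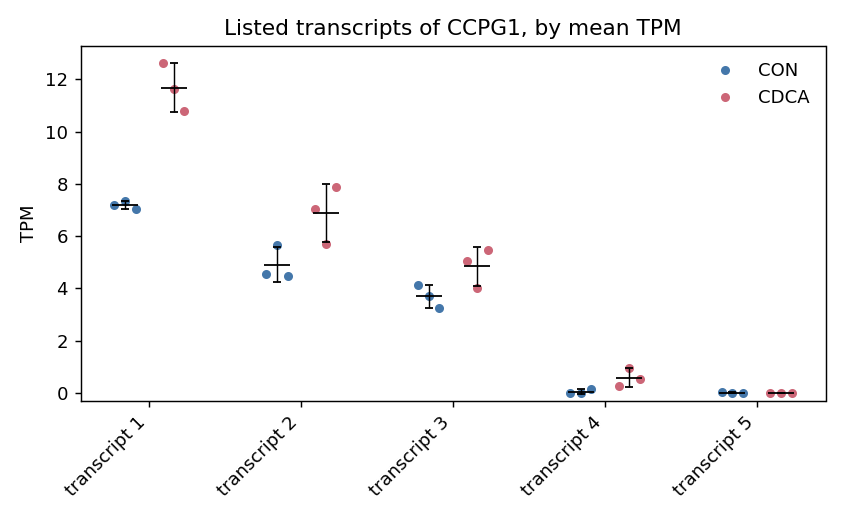
TPM (y axis) of the 5 listed transcripts of CCPG1, ranked by mean TPM, with 1 point per library in CON and CDCA and bars for the mean and SD. The transcript of rank 1 lies at 7.19 TPM in CON and 11.7 TPM in CDCA on average, and the transcript of rank 4 stays under 1 TPM in every library.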

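The 13 mtDNA-encoded mRNAs held 14.3% ± 0.64 (SD, n = 3) of the listed TPM in CON and 3.20% ± 0.28 (SD, n = 3) in CDCA, a ratio of 0.224. Every CDCA library lay below every CON library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the ratio stayed between 0.215 and 0.235. All 13 mRNAs were called lower in CDCA by limma, and the list had a median log2 fold change of -2.26 (camera FDR 7.5e-12, and 0.17 with an estimated inter-gene correlation). The largest fall was that of COX1, from 9112 ± 282 TPM (SD, n = 3) in CON to 1277 ± 95 TPM (SD, n = 3) in CDCA, a log2 fold change of -2.84 (SE 0.06, limma FDR 1.8e-06). COX3 fell from 6124 ± 117 to 944 ± 56 TPM and COX2 from 7658 ± 542 to 1443 ± 121 TPM. CYTB, ND5, ND6 and ATP6 had ratios of 0.189, 0.209, 0.199 and 0.204, and ATP8 one of 0.243. The ratios of ND1, ND2, ND3, ND4 and ND4L lay higher, between 0.338 for ND3 and 0.408 for ND2. ATP8 overlaps ATP6, ND4L overlaps ND4 and ND6 lies against the end of ND5 on the other strand, so the reads of these pairs can be shared and their single values are uncertain.

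**Figure D4:**
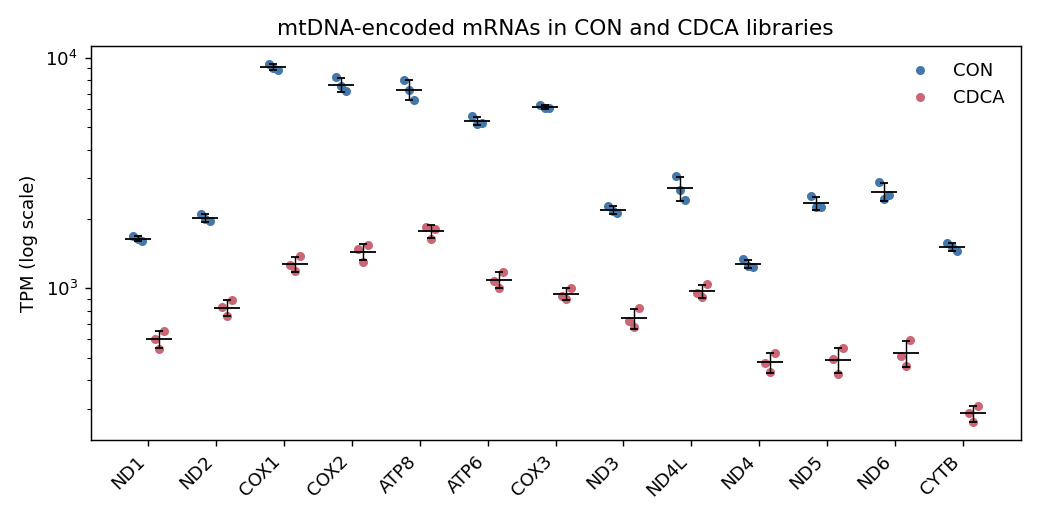
TPM (y axis, log scale) of the 13 mtDNA-encoded mRNAs, with 1 point per library in CON and CDCA and bars for the mean and SD. For each mRNA the 3 CDCA libraries lie below the 3 CON libraries, with the ratio nearest to 1 for ND2 (0.408).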

As for mitochondrial biogenesis-related genes, the relative expressions of the mtDNA-encoded gene, NADH dehydrogenase subunits (ND1, ND2, ND3, ND4, etc.), cytochrome b (Cytb), cytochrome c oxidase subunits (COX1, COX2, and COX3), and ATP synthase F0 subunits (ATP6 and ATP8) were significantly downregulated by CDCA (Figure 9D). In addition, the copy number of mtDNA (Figure 9E) and level of intracellular ATP increased after CDCA treatment (*p* < 0.05) (Figure 9F), suggesting that CDCA promoted cell proliferation in IPEC-J2 cells possibly by regulating both the cell cycle progression and mitochondrial biogenesis.

## 4. Discussion

CDCA is one of the major primary BAs in the intestine of humans and animals. CDCA has been applied in the clinical treatment of cholesterol gallstones in humans [8] and also has the function of regulating body metabolic functions [9], intestinal hormone (GLP-1 and CCK) secretion [13], and anti-inflammatory action [16]. However, the role of CDCA in IEC proliferation remained unclear. In this study, for the first time, we provided evidence that an appropriate level (50 μM) of CDCA could promote cell proliferation accompanied by an acceleration of cell cycle progression in S and G2/M phases as well as improve mitochondrial function and the reduction of intracellular ROS production in IPEC-J2 cells.

Cell-cycle progression is the basis of cell proliferation, which is regulated by cell cycle-related proteins, including cyclins and cyclin-dependent kinases (CDKs) [31]. Cyclin D1, as a key regulator, can lead to promoting the G1 to S phase. Cyclin D1 binding with CDK 4/6 plays a key role in the G1 to S checkpoint [32]. CDK1 is one of the critical determinants for the transition from the G2 phase into mitosis [33]. Inhibition of CDKs can lead to cell-cycle suspension at different phases or checkpoints [34]. The p21 encodes a universal inhibitor of CDKs [35]. Indeed, in the present study, CDCA significantly upregulated gene expression of CDK1 and downregulated gene expression of p21, accompanied by a reduced proportion of cells in the G2/M phase. In addition, there is evidence demonstrating the role of CCNG2 in G2/M regulation [36]. The previous study proved that CCNG2 knock-down by siRNA could increase the G2/M phase proportion in LSCC cell lines [37]. This is consistent with our findings that the gene expression of CCNG2 in IPEC-J2 cells was upregulated by CDCA treatment, leading to a significant decrease in the G2/M phase proportion. Thus, there is a chance that CDCA accelerated the cell cycle progression by promoting cell transition from the G2 phase into mitosis.

The p53 signaling pathway can affect DNA replication fidelity and cell division when the cell responds to extrinsic and intrinsic stresses [38]. p21 is a key target gene of the p53 signaling pathway and has been proven to regulate cell cycle arrest in the event of DNA damage [39]. Our study showed that the p53 signaling pathway was significantly enriched and gene expression of p21 was downregulated by CDCA treatment, which consequently inhibited cell cycle arrest and promoted cellular proliferation.

Mitochondria are critical targets for BA toxicity at the cellular level [40,41,42]. It has been well-characterized that BAs degrade mitochondrial function [41,43]. The mitochondrial membrane potential collapse, mitochondrial permeabilization and swelling, mitochondrial ATP biosynthesis impairment, and release of cell death mediators are attributed to BA cytotoxicity [41,44,45], which finally leads to an energy crisis, cell death, and organ injury. A previous study showed that increasing concentrations of CDCA (100–1000 μM) influenced the impairment of mitochondrial membrane potential, decreasing mitochondrial dehydrogenase activity and enhancing mitochondrial permeabilization and swelling in mouse liver mitochondria [46]. In addition, studies also showed toxic effects in human colonic T84 cells when the CDCA level was at 500 μM [47] or in Caco-2 cells when the CDCA level was above 400 μM [48]. Indeed, in the present study, we found that when concentrations of CDCA were greater than 100 μM, there was a significant decrease in cell viability. However, conversely, 50 μM CDCA could increase the mitochondrial membrane potential and promote cell proliferation. These findings suggested that an appropriate concentration was very important for CDCA to play a role in promoting mitochondrial function in vitro.

Mitochondrial biogenesis is a complex process. In mammalian cells, the mitochondrion is an organelle that harbors its genome mtDNA, which encodes 22 tRNAs, 13 mRNAs, and 2 rRNAs. All 13 mRNAs of mtDNA encode 11 subunits and 2 ATP synthases, including complex I (ND1, ND2, ND3, ND4, ND4L, ND5, and ND6); subunit of complex III (CYTb); subunits of complex IV (COX1, COX2, and COX3); and subunits of ATP synthase (ATP6 and ATP8) [49]. Mitochondria. metabolic processes are responsible for the generation of ATP and ROS. Subunits of complexes I and IV are responsible for proton pumping in the mitochondria. ATP6 is a key component of the proton channel of the F1F0-ATPase complex. It is worth noting that the results of this study revealed that both the mtDNA-encoded 11 subunits of complexes and subunits of ATP synthase-related gene expression were downregulated by CDCA treatment. However, both the copy number of mtDNA and the level of intracellular ATP were enhanced by CDCA. It can be speculated that these results may reflect the negative feedback regulation in mitochondrial biogenesis-related gene expression or mitochondria with more efficient energy metabolism induced by CDCA, which needs further investigation.

The mitochondrial membrane potentials were often altered by the activities of respiratory chain complexes, which indicated the viability of cells [50]. In this study, an increased mitochondrial membrane potential in IPEC-J2 cells was observed after CDCA treatment. The increase in mitochondrial membrane potential may be due to the strongly increased efficiency of respiratory chain-mediated proton extrusion for the matrix. In general, normal cells conduct energy metabolism primarily through efficient mitochondrial oxidative phosphorylation (mtOXPHOS). The previous study showed that the enhancement of mtOXPHOS can lead to less electron leakage from the electron transport chain, and in turn, reduce the production of ROS in cells [51]. In the present study, the levels of intracellular ROS in the IPEC-J2 cells were significantly decreased by CDCA treatment, which may further reflect that CDCA could promote efficient mtOXPHOS. Furthermore, intracellular ROS overproduction will establish a vicious cycle of oxidative stress in the mitochondria, ultimately damaging mitochondrial and cellular proteins, lipids, and nucleic acids [52]. Our data clearly showed that CDCA could reduce oxidative stress in IECs and improve their antioxidant capacity, as reflected by the increased T-AOC and CAT activity and decreased MAD level, which could reduce oxidative stress-related mitochondrial dysfunction and cell damage. Mitochondria play a central role in the regulation of cell apoptosis, which is closely related to cell proliferation [53]. Several investigators have reported the different roles of BAs in intestinal cell proliferation, including stimulatory effects by taurine-conjugated cholic acid (TCA) [5] and glycochenodeoxycholic acid (GCDCA) [21], and inhibitory effects by deoxycholic acid (DCA) [5], ursodeoxycholic acid (UDCA) [22], and hyodeoxycholic acid (HDCA) [23]. However, these studies did not focus on the regulation of mitochondrial function by BAs, and it is unclear whether the regulation of cell proliferation by BAs depends on mitochondrial function. Therefore, even though we observed that CDCA promoted IEC proliferation related to improvement in mitochondrial function, it is necessary to further determine the role of mitochondrial function in the process of cell proliferation regulated by BA.

Apoptosis activation can be classically triggered by two distinct pathways: the extrinsic, or death receptor, and the intrinsic, or mitochondrial pathway. The decline in mitochondrial membrane potential is one of the characteristics of mitochondrial damage, which could induce the release of mitochondrial Cytochrome c into the cytosol, which further combines with Caspases to form a Caspase-activating complex [54]. Furthermore, signaling disruption of mitochondrial membrane potential could reflect increased mitochondrial membrane permeability and the occurrence of mitochondrial dysfunction—a pivotal and irreversible event in the apoptotic pathway [55]. Our results demonstrated that CDCA could increase mitochondrial membrane potential in IPEC-J2 cells, implying that CDCA may prevent IPEC-J2 cell apoptosis through the mitochondria-mediated pathway. In addition, the apoptosis process is regulated by two protein families: the Bcl-2 family, which is responsible for the initiation phase, and the Caspase family of proteases that are involved in the execution phase of apoptosis [56,57]. In the present study, CDCA did not affect the gene expression of Bcl-2, while it downregulated the gene expression of Caspase 2 and Caspase 8 in the IPEC-J2 cells, which can be explained from another perspective, namely that CDCA may promote cell proliferation by inhibiting cell apoptosis.

## 5. Conclusions

In summary, the present study combined flow cytometry and transcriptome analysis to reveal for the first time that in vitro, an appropriate concentration (50 μM) of CDCA could promote cell proliferation by accelerating cell cycle progression in the S and G2/M phases, inhibiting cell apoptosis and enhancing mitochondrial function by increasing mitochondrial membrane potential and antioxidant capacity, and decreasing intracellular ROS and MDA levels in IPEC-J2 cells. These findings provide a theoretical basis for promoting IEC proliferation and intestinal development in pigs by regulating intestinal BA metabolism.

## Figures and Tables

**Figure 1:**
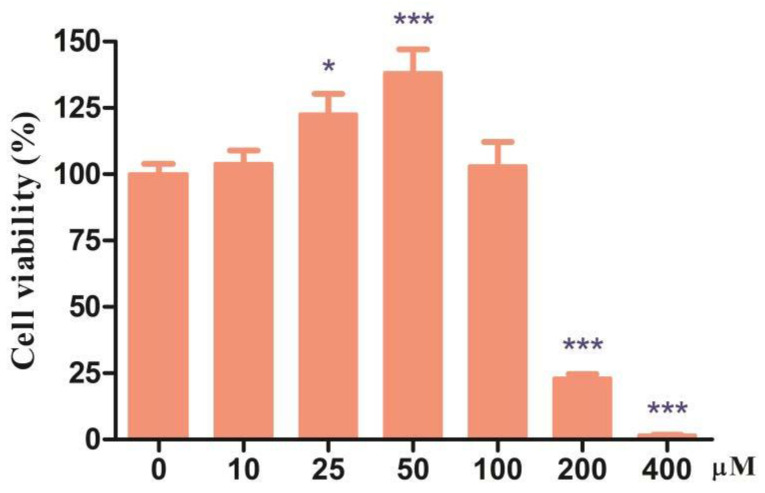
Effects of CDCA on the viability of IPEC-J2 cells (*n* = 6). Cells were seeded at a density of 1.5 × 10^5^/well in 96-well plates. Values are presented as mean ± SEM and expressed as a percentage decrease or increase in cell viability. * *p* < 0.05, *** *p* < 0.001 compared with the CON group.

**Figure 2:**
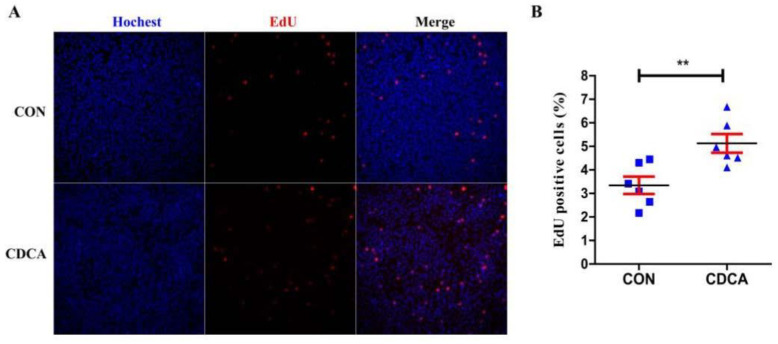
Effects of CDCA on the proliferation of IPEC-J2 cells (*n* = 6). The representative EdU staining plots of IPEC-J2 cells (**A**) and the proportion of EdU-positive cells (**B**). Cells were seeded at a density of 1.5 × 10^5^/well in 96-well plates. Values are presented as mean ± SEM. ** *p* < 0.01 compared with the CON group.

**Figure 3:**
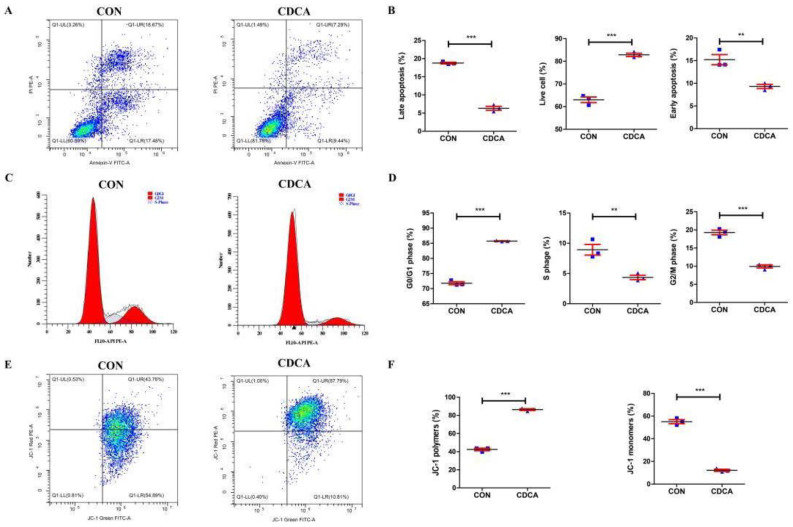
Effects of CDCA on cell apoptosis, cell cycle, and mitochondrial membrane potential of IPEC-J2 cells (*n* = 3). The representative flow cytometry (FCM) plots of cell apoptosis (**A**) as well as the proportion of late apoptosis cells, live cells, and early apoptosis cells (**B**). The representative FCM plots of the cell cycle (**C**) as well as the proportion of cells in G0/G1, S, and G2/M phases (**D**); The representative FCM plots of cell mitochondrial membrane potential (**E**) as well as the proportion of cells with JC-1 polymers (high membrane potential) and JC-1 monomers (low membrane potential) (**F**). Values are presented as mean ± SEM. ** *p* < 0.01, *** *p* < 0.001 compared with the CON group.

**Figure 4:**
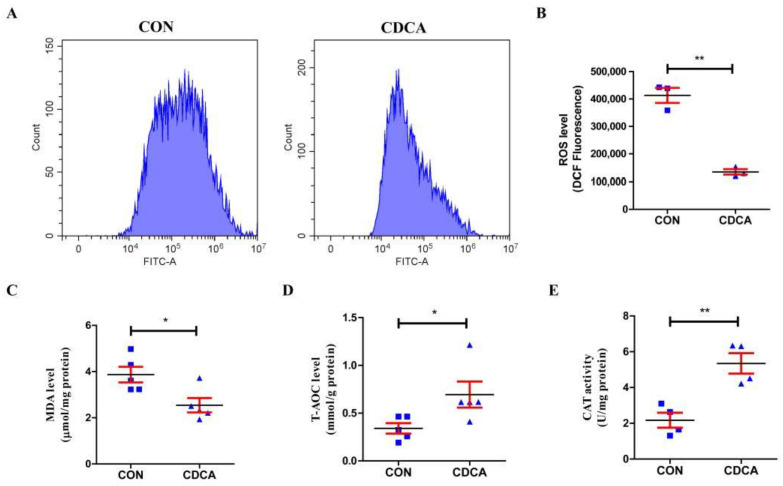
Effects of CDCA on oxidative stress and oxidation resistance of IPEC-J2 cells. The representative flow cytometry plots (**A**) of cell intracellular ROS level (*n* = 3) (**B**); MDA level (**C**), T-AOC activity (**D**), and CAT activity (**E**) of IPEC-J2 cells treated with CDCA (*n* = 5). Values are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01 compared with the CON group. ROS, reactive oxygen species; MDA, malondialdehyde; T-AOC, total antioxidant capacity; CAT, catalase.

**Figure 5:**
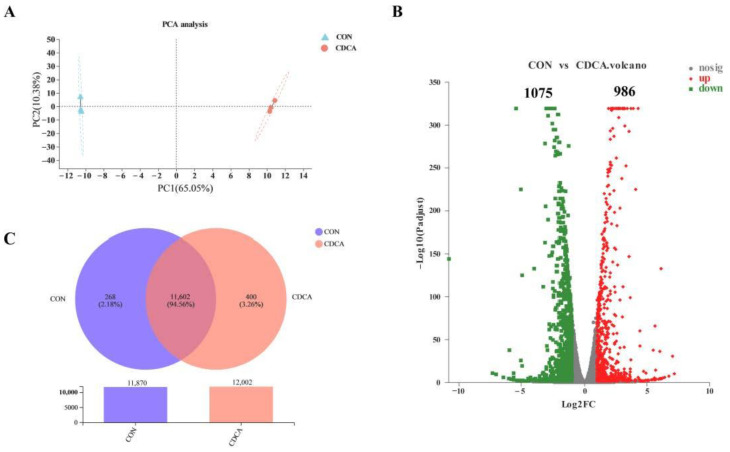
Effects of CDCA on the DEGs of IPEC-J2 cells (*n* = 3). PCA plot of the transcriptional profiles between the two groups (**A**). Volcano plot of DEGs between CON and CDCA groups (**B**). The red, green, and gray dots indicate the significantly upregulated, significantly downregulated, and unchanged genes, respectively. The Venn diagram showed the number of specifically expressed genes in each group, as well as the overlapping co-expressed genes between CON and CDCA groups (**C**). DEGs, differentially expressed genes.

**Figure 6:**
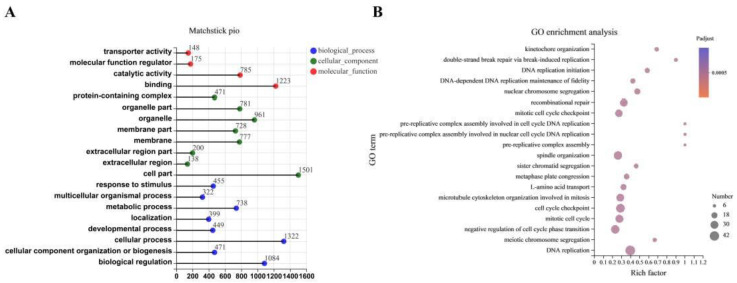
Effects of CDCA on GO functional annotation and enrichment analysis of IPEC-J2 cells. Matchstick Pio of GO functional annotation results for CON and CDCA groups (**A**). Scatter plot of GO functional enrichment results for CON and CDCA groups (**B**). GO, gene ontology.

**Figure 7:**
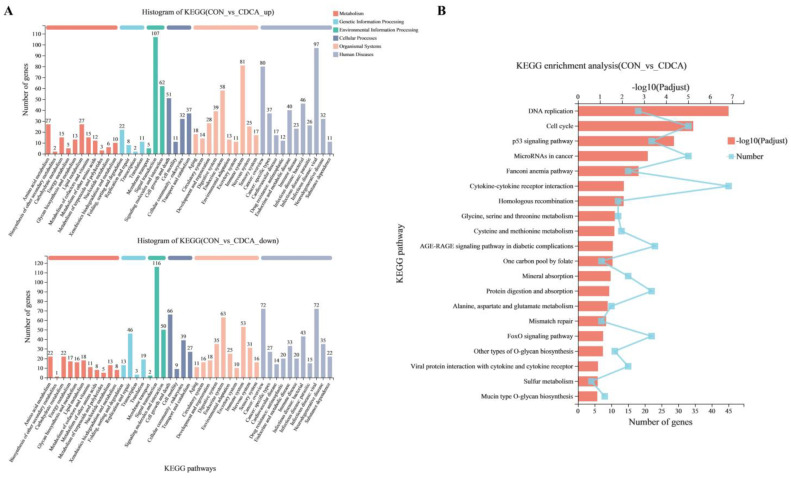
Effects of CDCA on KEGG functional annotation and enrichment analysis of IPEC-J2 cells. Histogram of KEGG functional annotation results for CON and CDCA groups (**A**). Scatter plot of KEGG enrichment results for CON and CDCA groups (**B**). KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 8:**
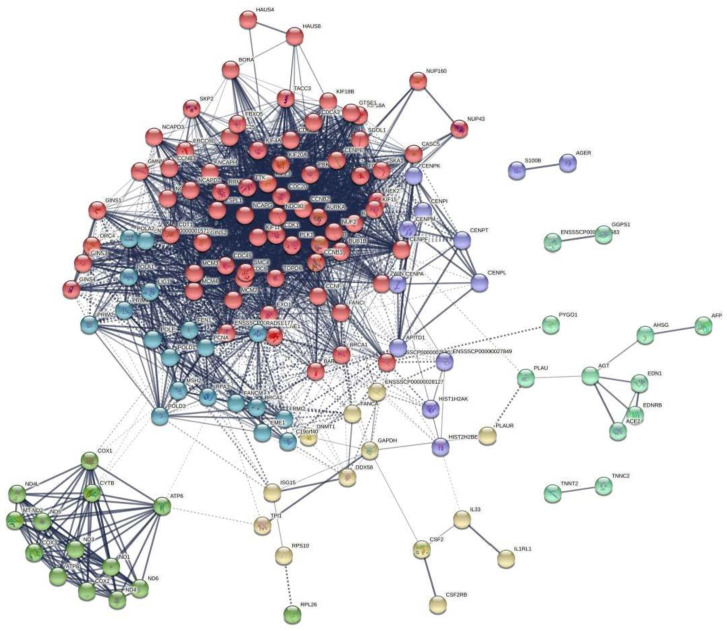
The protein–protein interaction (PPI) network analysis was based on the DEGs after CDCA treatment. The network was set up according to the string online tool. Nodes represent genes, and the weights of the edges represent how specifically two genes are associated together. Of the six clusters (represented by six colors), the red cluster includes genes related to the cell cycle, and the lime green cluster includes genes related to mitochondrial biogenesis. The detailed information for node attributes, node degree, and clusters of the PPI network is shown in Tables S3–S5, respectively.

**Figure 9:**
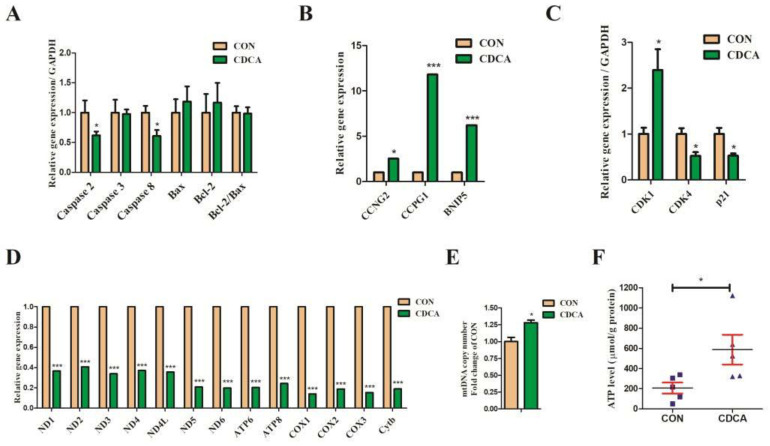
The genes related to cell apoptosis, cell cycle, and mitochondrial content expression are regulated by CDCA treatment. Relative expression of genes related to cell apoptosis (**A**). Relative expression of genes related to cell cycle (**B**,**C**). Relative expression of mtDNA-encoded gene, NADH dehydrogenase subunits (ND1, ND2, ND3, ND4, etc.), cytochrome b (Cytb), cytochrome c oxidase subunits (COX1, COX2, and COX3), and ATP synthase F0 subunits (ATP6 and ATP8) by RNA-seq (**D**). The copy number of mtDNA (**E**). The level of cellular ATP regulated by CDCA treatment in IPEC-J2 cells (**F**). * *p* < 0.05, *** *p* < 0.001 compared with the CON group. Bax, BCL2-associated X; CCNG2, cyclin G2; CCPG1, cell-cycle progression gene 1; Bcl-2, B-cell lymphoma-2; BNIP5, Bcl-2 interacting protein 5; CDK, Cyclin-dependent kinase; ND, NADH dehydrogenase subunit; COX, cytochrome c oxidase subunit; Cytb, cytochrome b; ATP, ATP synthase F0 subunit.

## Data Availability

The RNA sequencing data were deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE214153. The datasets used for the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11112285/s1, Table S1: Primers used for RT-qPCR analysis; Table S2: The raw data from RNA-seq analysis of CON and CDCA groups; Table S3: The node attributes table for the PPI network; Table S4: The node degree information for the PPI network; Table S5: Clusters of the PPI network; Table S6: The centrality degree of nodes centrality analysis for PPI network; Figure S1: Outlier box plots to identify biological outliers (A). All of the samples had a similar distribution of the data, and none were considered an outlier; The results of correlation analysis between samples (B). Results showed that biological replicates from the two groups could be well distinguished and the experimental design was reasonable. These results confirmed the high reproducibility of the sequencing data; Figure S2: Validation of transcriptomic results by RT-qPCR in IPEC-J2 cells. The 3 upregulated DEGs, 11 downregulated DEGs, and 6 unchanged genes observed by RNA-seq were selected for validation using RT-qPCR. All validated genes have similar trends in expression when comparing RNA-seq with RT-qPCR. # FDR < 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, versus CON group. IL-6, interleukin-6; CDK, cyclin-dependent kinase; ZO-1, zonula occludens-1; CLDN1, claudin 1; OGA, O-GlcNAcase; OGT, O-GlcNAc Transferase; Bax, BCL2-associated X; Bcl-2, B-cell lymphoma-2; FXR, farnesoid X receptor; LXRα, liver X receptor α; TGR5, G-coupled protein receptor; ND, NADH dehydrogenase subunit; COX, cytochrome c oxidase subunit; Cytb, cytochrome b; ATP, ATP synthase F0 subunit; Figure S3: The nodes centrality analysis for protein–protein interaction (PPI) network. Three centrality methods, including degree, closeness, and betweenness centrality, were used to explore the key genes in the PPI network. The detailed information for the centrality degree is shown in Table S6. Refs. [58,59,60,61,62,63,64,65,66,67,68] cited in Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

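The RNA-seq experiment covered 6 libraries from IPEC-J2 cells, 3 from cells given PBS (CON) and 3 from cells treated with 50 μM CDCA, each for 24 h. The authors sequenced the libraries on an Illumina instrument, quantified transcripts with RSEM and deposited TPM values with at most 2 decimals for each of 63041 annotated transcripts of 31908 Ensembl pig gene IDs. The paper's methods name TPM and RSEM; they name no aligner, annotation release or filter on low expression. The deposited table gives no transcript IDs and no read counts, so the depth behind a value is unknown and no interval for counting error was computed; the reads per sample that the paper reports were not used. The listed TPM summed to 351770 to 366073 per library, where all transcripts of a library would sum to 1000000. The authors may have scaled the values over a larger set of transcripts than those listed, which was not settled here.

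Gene symbols came from a table of Ensembl IDs and symbols, which named 15029 of the IDs, then from the deposited table, then from Table S6 of the paper; 17501 IDs had a symbol. For 267 IDs the deposited table and the table of symbols gave different symbols, and the latter was used. The TPM of all listed transcripts of a gene ID were summed. All 6 libraries were used, and the groups were taken from the sample labels.

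Differences between CDCA and CON were tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a trend) on log2(TPM + 1), for the 8708 genes with a mean of at least 1 TPM over the 6 libraries, with Benjamini-Hochberg adjustment. A gene was called where the FDR was under 0.05 and the log2 fold change was over 1 in size. The authors used edgeR for this comparison, which needs counts and was not used here. On simulated data made from the means of the real genes, 200 genes were changed in each of 5 sets. The same steps called 96.4% to 99.4% of those whose expected log2 fold change passed the limit for a call by a margin. Changed genes with a smaller expected change were left out of that share. Between 0 and 8 unchanged genes were called, of 8341 to 8352 tested.

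Gene lists were compared with the other tested genes by limma's camera with a preset inter-gene correlation of 0.01, and the share of called members was compared with that of all tested genes by Fisher's exact test, two-sided. Adjustment was over the 14 lists with a tested member, written from general knowledge of the pathways: DNA replication, cell cycle, p53 signaling, mtDNA-encoded mRNA, S phase, G2/M phase, nuclear-encoded OXPHOS, mitochondrial transcription and biogenesis regulators, amino acid response and unfolded protein response, cholesterol synthesis, FXR targets, glycolysis, RT-qPCR reference genes and antioxidant genes. Lists of subunits of 3 complexes, endoplasmic reticulum chaperones, amino acid response genes alone and NRF2 targets were written after the results were seen. The mtDNA share was compared by an exact two-sided permutation test, whose smallest p for 3 libraries against 3 is 0.1. The genes named in the text were the genes the paper names, the 10 nodes of highest degree in Table S6 and those tied with the last of them, GAPDH and ACTB, the 5 largest rises and the 5 largest falls among called genes with a symbol, and the 3 largest changes of each list; any other gene is said to have been picked later. The rule also set a minimum of read counts for the largest changes, which could not be applied to TPM, and the filter on the mean TPM stood in its place.

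The lists, the rule for named genes, the thresholds and the following alternatives were set before the data were examined: a pseudocount of 0.1 TPM, no filter on low values, totals without the mtDNA-encoded genes, the replicate number as a block, each library left out in turn, other settings of the principal component analysis, other limits of expression, and fry and an estimated inter-gene correlation for the lists. Alternatives added after seeing the data were a scaling of each library to the same median ratio, a rescaling of the listed TPM to 1000000, the highest listed transcript in place of the gene sum, each listed transcript by itself, and the mtDNA share of 1000000 TPM in place of the listed TPM. Alternatives that need read counts, and one that needs the mtDNA-encoded rRNA and tRNA, were not run. The RT-qPCR, flow cytometry and mtDNA copy number experiments were not analysed here, and gene length bias was not tested, since transcript lengths were not used here. The result for 1 gene is not reported here.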

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

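The tests of scaling, of transcript use and of endoplasmic reticulum chaperones in this part were chosen only after the result was seen.

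Genes of the amino acid response and unfolded protein response, which the paper does not discuss, rose in CDCA. Of 35 tested gene IDs, 34 rose and 24 were called higher, with a median log2 fold change of 1.34 (quartiles 0.79 and 2.27, camera FDR 1.8e-14). It is the only one of the 14 lists whose FDR stayed under 0.05 with an estimated inter-gene correlation (0.020). Over the alternatives the FDR lay between 1.3e-22 and 0.020, and with each library left out the median stayed between 1.33 and 1.45. With totals computed without the mtDNA-encoded genes, the median was 1.27, with 32 of 35 members rising. That setting moved the median of all genes by -0.13, so a list median near 0 could not have come out. The values show only that scaling by these transcripts is small beside the rise. A shift of reads between listed and unlisted transcripts of single genes would send members both ways, whereas 1 of the 35 fell. Endoplasmic reticulum chaperones rose less: 16 tested chaperones had a median of 0.53 (14 rose, 4 called higher). Their camera FDR over the added lists tested was still 0.0034, and 0.048 with an estimated inter-gene correlation. For 25 gene IDs of the amino acid response alone, with DDIT3 under more than 1 ID, the median was 1.81 and 20 were called higher. Both lists share members with the list above, so neither is a separate test, and an unfolded protein response is not excluded. These medians leave open a response to CDCA that acts more on the listed amino acid response genes than on chaperones. That remains a hypothesis found and tested on the same libraries, and the difference between the 2 lists themselves was not tested. Cause and timing were not tested, since the design has 1 dose and 1 time point.

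Among called genes with a symbol, the 5 largest rises were outside the genes the paper discusses: DDIT3 (log2 fold change 3.86), NUPR1 (3.73), ATP6V0D2 (3.49), CCL5 (3.44) and TMBIM6 (3.26). DDIT3 rose from 13.4 ± 0.90 TPM (SD, n = 3) to 208 ± 20 TPM (SD, n = 3) and NUPR1 from 20.1 ± 2.5 to 278 ± 23 TPM, and both belong to the list above. Another gene ID with the symbol DDIT3, with 2 listed transcripts, rose from 0.223 ± 0.083 to 2.09 ± 0.11 TPM, a log2 fold change of 1.34. ATP6V0D2 rose from 1.06 ± 0.038 to 22.2 ± 0.97 TPM and CCL5 from 8.52 ± 1.4 to 102 ± 16 TPM. Each of the 3 CDCA libraries lay above each CON library for all 5 genes. Of the 10 largest rises and falls, 8 gene IDs have 1 listed transcript. Of these, DDIT3, NUPR1 and COX1 belong to lists whose members moved together (34 of 35 rose, and 13 of 13 mtDNA-encoded mRNAs fell), which argues against a shift of reads for the lists as a whole. For the other 5, which are in none of the 14 lists, a change of the gene cannot be told apart from a shift of reads between listed and unlisted transcripts, since no other listed transcript shows whether it follows. TMBIM6 has 5 listed transcripts, and its rise rests on the one listed at 0 in all CON libraries and at 13.9, 24.7 and 20.7 TPM in CDCA; the transcript of rank 2 did not follow it (1.19 TPM in CON and 1.09 TPM in CDCA on average).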

How the results depend on the processing

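The counts of genes called higher and lower stayed within 1.5 times 306 and 340 in most settings, with 221 to 523 genes higher and 337 to 505 lower. The exceptions were the genes called higher with a pseudocount of 0.1 TPM (509) and, chosen after seeing the data, with the listed TPM rescaled to 1000000 in each library (523). Both settings give more weight to low values, and the rescaling also raised the number of tested genes to 10947. No gene called in one direction was called in the other in any setting that sums or picks transcripts per gene. With totals computed without the mtDNA-encoded genes, the median log2 fold change of all genes moved by -0.13, and 221 genes were called higher and 462 lower, so that 32.4% of the called genes rose against 47.4% before. Of the 306 genes called higher and 340 called lower, 221 and 340 were also called in that setting.

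Without any one library, the counts ran from 305 to 327 genes higher and from 337 to 359 lower. Deviations of equally numbered CON and CDCA libraries from their group means correlated across genes at -0.035, -0.092 and -0.051, so the numbers do not pair the libraries. With the replicate block, 309 genes were called higher and 343 lower.

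The share of PC1, 61.5%, was 50.3% with a pseudocount of 0.1 TPM, 57.3% with no filter on low values, and, in settings chosen after seeing the data, 52.5% with rescaled values and 59.7% with the highest listed transcript; the cause was not tested. It ran from 62.4% to 65.0% across the 6 fits that each left out a library. The 3 counts of expressed genes stayed within 1.5 times their values in every setting. The mtDNA share ratio of 0.224 stayed within its spread (0.215 to 0.235 with a library left out and, chosen after seeing the data, 0.220 as a share of 1000000 TPM).

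The mtDNA-encoded mRNA, S phase, G2/M phase, DNA replication, cell cycle, cholesterol synthesis, glycolysis and nuclear-encoded OXPHOS lists kept a median below 0 in every setting, and the amino acid response and unfolded protein response list one above 0. With an estimated inter-gene correlation, 9 lists lost an FDR under 0.05 while their medians stay as they are by construction: DNA replication (median -0.81), cell cycle (-0.37), mtDNA-encoded mRNA (-2.26), S phase (-1.29), G2/M phase (-1.23), nuclear-encoded OXPHOS (-0.21), cholesterol synthesis (-0.45), glycolysis (-0.52) and antioxidant (0.39). The antioxidant list also lost it with the replicate block (median 0.39, FDR 0.060), without CON replicate 1 (0.33, FDR 0.10) and, chosen after seeing the data, with the highest listed transcript (0.36, FDR 0.064); its medians with a library left out ran from 0.33 to 0.47. The list of mitochondrial transcription and biogenesis regulators gained an FDR under 0.05 with no filter on low values (median -0.23) and with fry (-0.26). The median of the p53 signaling list, 0.0031, changed sign with no filter (-0.0235), with totals without the mtDNA-encoded genes (-0.116) and, chosen after seeing the data, with each library scaled to the same median ratio (-0.0327), and ran from -0.0424 to 0.109 with a library left out. That of the reference genes (-0.0185) changed sign, in a setting chosen after seeing the data, with rescaled values (0.0032) and ran from -0.131 to 0.0158 with a library left out. Medians so near 0 have no settled direction, and for these changes the cause was not tested.

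Of 82 named genes, 9 changed sign or crossed an FDR of 0.05 in at least 1 setting. GAPDH (0.062) and CASP8 (0.060) changed sign with totals without the mtDNA-encoded genes (-0.0914 and -0.0860), and with a library left out ran from -0.131 to 0.252 and from -0.0424 to 0.170; neither had an FDR under 0.05 in any setting. TJP1, NUF2, SSBP1, SNORA46, IL6 and CENPE lost an FDR under 0.05 (TJP1 furthest with totals without the mtDNA-encoded genes, where its log2 fold change of 0.22 became 0.07 with an FDR of 0.38), and BNIP5, which is too low for the filter, had one (0.0084) with no filter on low values. Calls by FDR and fold change together were lost by SNORA46 with no filter, in 5 of the 6 fits that left out a library and, chosen after seeing the data, with rescaled values (FDR 0.055), were gained by COX6A1 with a pseudocount of 0.1 TPM (log2 fold change -1.03) and were gained by SSBP1 in 4 settings. With the highest listed transcript, a setting chosen after seeing the data, CASP2 (log2 fold change -0.996) and CENPE (-0.658) were no longer called. The cause was not tested for these genes.

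Alternatives that need read counts (other tests and normalizations on counts, limits of 10 counts, log2 CPM) were not run, and neither was the mtDNA share with rRNA and tRNA. Since the values are TPM without counts, the precision of genes near 1 TPM is unknown. Any genes whose main transcripts are not listed cannot be judged.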

Differences from the paper's values

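The paper's reported numbers of genes called between CDCA and CON are 986 upregulated and 1075 downregulated; here 306 were called higher and 340 lower. None of the alternatives set before the data were examined closed either gap: they gave 221 to 509 genes called higher and 337 to 505 lower. Alternatives chosen after seeing the data reached at most 523 higher and 481 lower.

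The paper's number of genes expressed only in CON is 268, against 454 here at a group mean of at least 1 TPM. No alternative set before the data were examined, or added later, came within 1.5 times the paper's value (446 to 502 genes).

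The ratio of CCPG1 between CDCA and CON is about 12 in Fig. 9B, read by eye, and 1.51 here for the sum of its listed transcripts. Each alternative set before the data were examined that gives a ratio left it between 1.36 and 1.57, and the highest listed transcript gave 1.62. The highest listed transcript was added after seeing the data. The transcript of rank 4 by mean TPM, chosen after seeing the values, had a ratio of 11.8 with a mean of 0.05 TPM in CON.

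The paper states that CDK1 was upregulated by CDCA (Figure 9C, relative to GAPDH); in the RNA-seq values CDK1 had a ratio of 0.314 and was called lower. The paper states that Caspase 8 was downregulated; in the RNA-seq values CASP8 had a ratio of 1.05 (log2 fold change 0.06, limma FDR 0.72), and its log2 fold change was -0.09 with totals computed without the mtDNA-encoded genes, -0.04 without CON replicate 1 and -0.02 without CDCA replicate 2. The paper states that Bax was unchanged; the gene ID described as BCL2 associated X, but named DHDH in the deposited table, had an FDR of 0.0072 by limma and a log2 fold change of 0.54, under the limit for a call. The paper states that p21 was downregulated; CDKN1A was listed at 0.44 ± 0.089 TPM (SD, n = 3) in CON and 0.303 ± 0.29 TPM (SD, n = 3) in CDCA and was not tested. The paper states a limit of the interaction score in its methods that is far below the lowest score in Table S3, which is 0.987; the degrees of Table S4 imply 2429 edges, against 300 for the degrees of Table S6.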

Other observations

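In this part, the tests of the CDK1 to GAPDH ratio, the mtDNA totals, the nuclear-encoded OXPHOS genes and the cycling cells were set before the data were examined, and the others only after the result was seen.

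The real grouping of the libraries gave 646 called genes, and the other splits of the 6 libraries into 3 and 3 gave at most 2; 1 of the 10 splits gave as many. Of the 14 gene lists, 10 had a camera FDR under 0.05 for the real grouping, and again 1 of the 10 splits gave as many, but the other 9 splits gave between 6 and 9 such lists. With 10 splits no share under 0.1 can be reached, so these counts by themselves decide nothing. Each of the other splits also keeps part of the contrast between CDCA and CON, so the lists called in them are no measure of false calls. Of the tested genes, 61.6% had values that did not overlap between CDCA and CON, against 10% expected by chance for a single gene.

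Figure 9C of the paper gives CDK1 relative to GAPDH. A fall of GAPDH in CDCA could raise such a ratio with no rise of CDK1. In the RNA-seq values, GAPDH was 247 ± 65 TPM (SD, n = 3) in CON and 253 ± 33 TPM (SD, n = 3) in CDCA, and the ratio of CDK1 to GAPDH fell in CDCA to 0.291 of its CON value (exact permutation test, two-sided, p = 0.1, the smallest possible), which argues against this explanation in these libraries. Relative to ACTB, itself lower in CDCA (1241 ± 78 to 753 ± 43 TPM), the ratio was 0.517.

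Of the 68 tested genes of the S phase and G2/M phase lists together, 0 rose and 68 fell, whereas 54.0% of all tested genes rose. Of the 29 S phase genes 10 are nodes of the paper's network, and of the 39 G2/M phase genes 17. A shift of reads between listed and unlisted transcripts would send members both ways, and is argued against by the count of 0. Fewer cycling cells in CDCA at 24 h would lower both lists; the medians were -1.29 and -1.23, which is consistent with that explanation. The paper reports by flow cytometry smaller shares of cells in S and G2/M phase with CDCA (Figure 3D). It also reports more proliferation by EdU. Whether the shares fell because cells left these phases faster or entered them less often was not tested.

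The fall of the mtDNA-encoded mRNAs might come from scaling, since these transcripts hold much of the listed TPM. With totals computed without them, their median log2 fold change was -2.42. Their smaller share in CDCA makes the fall larger in this setting by construction, so this value cannot decide. A scaling would move all genes of a library by a similar amount, whereas the median of all tested genes was 0.047. That argues against scaling as the cause. A shared fall of nuclear-encoded OXPHOS genes would give those genes a similar median; 58 tested genes had a median of -0.21 (camera FDR 0.00036, 0.18 with an estimated inter-gene correlation), and 1 of them was called lower; with totals computed without the mtDNA-encoded genes their median was -0.36. The fall of the mtDNA-encoded mRNAs was thus far larger than that of the nuclear-encoded genes of the same complexes. The list of mitochondrial transcription and biogenesis regulators had a median of -0.26 over 12 genes (camera FDR 0.091), none called. Lower transcription and faster decay of these mRNAs were not tested.

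The listed TPM sum to between 351770 and 366073 per library. If the values were FPKM with every transcript listed, subunits of one complex would lie near each other; of 49 named subunits of the TRiC chaperonin, the 20S proteasome and the large ribosomal subunit, 7 lay under 0.01 of the median of their complex, which argues against this. The same count of 7 is what transcripts missing from the table would give, since the reads of such genes would go to transcripts that are not listed; it is 1 measure for both explanations, chosen after the sums were seen. CCT2 had 0.115 TPM where the median of its complex was 59.6 TPM, and PSMA5 0.283 TPM where that median was 119 TPM; both were picked after their values were seen. Reads shared with pseudogenes of ribosomal proteins were not tested.

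Other lists gave the following. Cholesterol synthesis genes had a median log2 fold change of -0.45 (19 genes, 4 called lower, camera FDR 7.4e-05) and glycolysis genes one of -0.52 (16 genes, 5 called lower, camera FDR 7.4e-05). Over the other settings with all libraries, some chosen after seeing the data, these medians ran from -0.84 to -0.29 and from -0.67 to -0.34. RT-qPCR reference genes had a median of -0.02 (11 genes, none called, camera FDR 0.56). Of these, 8 had an FDR under 0.05 by limma, and they went both ways, from -0.72 for ACTB to 0.69 for RPL4. Antioxidant genes had a median of 0.39 (21 genes, 4 called higher and 1 lower, camera FDR 0.048), with an FDR of 0.10 without CON replicate 1. In settings that keep all libraries, some chosen after seeing the data, the antioxidant median ran from 0.14 to 0.41. Of the FXR targets 1 was tested, ABCC2 (log2 fold change -0.22, limma FDR 0.17). NRF2 targets, a list written after the antioxidant genes were seen, had a median of 0.86 (14 genes, 13 rising, 6 called higher).

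RNA-seq values of some of the genes in Figure 9 were as follows. CASP2 fell from 19.9 ± 2.0 TPM (SD, n = 3) to 8.50 ± 0.95 TPM (SD, n = 3) and was called lower. CASP8 was at 17.6 ± 2.3 and 18.4 ± 2.6 TPM, and its log2 fold change of 0.06 turned to -0.04 without CON replicate 1. CDK4 had a ratio of 0.582 and an FDR of 0.00026 by limma.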
